# Rif1 Regulates Initiation Timing of Late Replication Origins throughout the *S. cerevisiae* Genome

**DOI:** 10.1371/journal.pone.0098501

**Published:** 2014-05-30

**Authors:** Jared M. Peace, Anna Ter-Zakarian, Oscar M. Aparicio

## Abstract

Chromosomal DNA replication involves the coordinated activity of hundreds to thousands of replication origins. Individual replication origins are subject to epigenetic regulation of their activity during S-phase, resulting in differential efficiencies and timings of replication initiation during S-phase. This regulation is thought to involve chromatin structure and organization into timing domains with differential ability to recruit limiting replication factors. Rif1 has recently been identified as a genome-wide regulator of replication timing in fission yeast and in mammalian cells. However, previous studies in budding yeast have suggested that Rif1’s role in controlling replication timing may be limited to subtelomeric domains and derives from its established role in telomere length regulation. We have analyzed replication timing by analyzing BrdU incorporation genome-wide, and report that Rif1 regulates the timing of late/dormant replication origins throughout the *S. cerevisiae* genome. Analysis of *pfa4Δ* cells, which are defective in palmitoylation and membrane association of Rif1, suggests that replication timing regulation by Rif1 is independent of its role in localizing telomeres to the nuclear periphery. Intra-S checkpoint signaling is intact in *rif1Δ* cells, and checkpoint-defective *mec1Δ* cells do not comparably deregulate replication timing, together indicating that Rif1 regulates replication timing through a mechanism independent of this checkpoint. Our results indicate that the Rif1 mechanism regulates origin timing irrespective of proximity to a chromosome end, and suggest instead that telomere sequences merely provide abundant binding sites for proteins that recruit Rif1. Still, the abundance of Rif1 binding in telomeric domains may facilitate Rif1-mediated repression of non-telomeric origins that are more distal from centromeres.

## Introduction

Eukaryotic chromosomal DNA replication involves the coordinated activity of hundreds to many thousands (depending on the organism) of DNA replication origins distributed along chromosomes that initiate the replication process locally (reviewed in [1]). In G1-phase, replication origins are “licensed” for replication by loading of replicative DNA helicases, in their inactive state, onto origin DNA (reviewed in [2]). Replication initiation involves helicase activation and recruitment of DNA Polymerases triggered by the sequential activities of Dbf4-dependent kinase (DDK) and Cyclin-dependent kinase, both of which are under cell cycle control, to regulate S-phase entry (reviewed in [3]). Despite these shared molecular requirements for initiation, individual origins exhibit reproducible differences in their initiation kinetics resulting in characteristic origin initiation times and/or efficiencies, where efficiency refers to the frequency of activation versus “passive” replication of the origin without initiation. Consequently, different chromosomal regions exhibit differential replication timing during S-phase (reviewed in [4]). In general, heterochromatic regions are late-replicating, suggesting a role for chromatin structure in regulating replication origin activity. Replication timing and transcriptional state may be mutually reinforcing, which has been proposed to provide a mechanism for epigenetic inheritance through cell cycles (reviewed in [5]). In addition, the typically early replication of expressed, euchromatic genes may allow for more rapid accumulation of transcripts as two copies of template become available earlier in the cell cycle. Furthermore, early replication is associated with lower mutation rates (reviewed in [6]). Hence, differential replication timing potentially contributes to cellular differentiation by maximizing expression and integrity of critical genes, while also contributing to proper development and maintenance of organismal homeostasis by contributing to epigenetic inheritance of cellular identity.

In the budding yeast *S. cerevisiae*, DNA sequences near the ends of chromosomes, including the telomeres themselves, the adjacent “subtelomeric” regions, and the subtelomere-proximal silent mating-type loci exhibit hallmarks of heterochromatin, including characteristic chromatin modifications, transcriptional silencing and late replication (reviewed in [7]). Replication origins in these regions either initiate replication late during S-phase, or fail to initiate before being replicated passively by replication forks from earlier origins, in which case they are termed “dormant” (reviewed in [4]). Disruption of telomeric heterochromatin in *sir3Δ* mutant cells results in earlier firing of late and/or dormant origins, indicating the involvement of chromatin structure in regulating origin activation [8]. Similarly, the histone deacetylase Rpd3 is responsible for delaying the initiation of many, if not most, internal, late-firing origins, again supporting the idea that chromatin structure regulates origin firing [9]–[11]. Nevertheless, the exact mechanism(s) delaying initiation remains vague. Additionally, late firing may reflect a lack of positive stimulation of origin firing in the context of competition for a limiting quantity of initiation factors. Indeed, recent studies have revealed diverse mechanisms to stimulate early origin firing by recruiting limiting initiation factors to specific origins [12], [13].

Rif1 (Rap1-interacting factor 1) has recently been implicated in the regulation of replication origin timing in yeast and mammalian genomes [14]–[17]. Rif1 binds telomeres and subtelomeres through direct interaction with the telomere sequence binding protein Rap1 in *S. cerevisiae* or Taz1 in *S. pombe* [18], [19]. In mammalian cells, however, Rif1 is recruited to telomeres and other chromosomal loci upon DNA damage, where it functions in signaling and repair of DNA damage (reviewed in [20]). In the fission yeast *S. pombe*, *rif1^+^* deletion advances the timing of many late/dormant origins in subtelomeric as well as internal chromosomal loci, while also delaying or repressing the activation of normally early origins, including pericentric origins [15]. The effects of Rif1 deletion in mouse cells or depletion in human cells appear to be similar to those in fission yeast, with advanced timing of late domains together with delayed replication of early domains resulting in an overall compression of the temporal replication program [14], [16]. Analysis of budding yeast *rif1Δ* cells showed advanced replication timing of subtelomeric regions, relative to an internal early and an internal late origin, suggesting that origin regulation by Rif1 in budding yeast might be limited to subtelomeric domains [17]. However, these data also appear to indicate that the internal early origin used as a standard (ARS1) was delayed, and happens to reside near a centromere, consistent with the possibility that early origin timing, particularly of pericentric regions, is regulated by Rif1 in budding yeast as in fission yeast. This might also explain how pericentric origins remain early-firing in the absence of transcription factors Fkh1 and Fkh2, which are required for early-firing of most non-pericentric early origins in budding yeast [12].

The mechanism of Rif1 function in origin regulation also requires further elucidation. Rif1 regulates telomere length, which has been implicated in the control of telomere replication timing in *S. cerevisiae* (reviewed in [21]). Thus, Rif1’s effect on subtelomeric replication timing has been attributed to its function in controlling telomere length. However, this mechanism does not easily account for effects of Rif1 at internal chromosomal loci as observed in *S. pombe* [15]. In both yeasts, Rif1 binds internal chromosomal loci independently of its telomere-binding partner Rap1 or Taz1, although the significance of this binding has not been carefully examined [15], [22]. Rif1 may perform a scaffolding function to organize or localize chromatin domains. In mammalian cells, Rif1 fractionates with the insoluble nuclear scaffold, and the structure of Rif1 (in yeast and mammals) contains motifs that mediated protein-protein interaction, consistent with a scaffolding function [14], [16], [23]. In *S. cerevisiae*, palmitoylation of Rif1 is required for localization of telomeres to the nuclear periphery, which is typically associated with late replication [24]. Thus, Rif1’s function in telomere localization may contribute to its role in origin timing, at least in yeast. Whether Rif1 plays a similar function to localize internal chromosomal loci to the nuclear periphery remains to be determined.

In this study we have addressed the role of Rif1 in regulation of replication origin timing in budding yeast by analyzing replication genome-wide in cells lacking Rif1 function. We have also addressed the importance of palmitoylation of Rif1 in replication timing control by analyzing replication in cells lacking Pfa4, which is required for Rif1 palmitoylation and its localization to the nuclear periphery [24]. Our findings demonstrate that Rif1 plays a global role in the regulation of late/dormant origins throughout the budding yeast genome, while palmitoylation is not required for this function of Rif1. Intra-S checkpoint signaling, which modulates replication initiation in response to replication stress, is intact in *rif1Δ* cells, suggesting that Rif1 regulates origin timing through a distinct mechanism. These findings indicate that Rif1’s function in origin timing regulation is mechanistically independent of telomere proximity.

## Results

### Rif1 Regulates Origin Firing Independently of Pfa4

To examine the role of Rif1 in controlling replication timing of the yeast genome, we began by analyzing origin firing in in the presence of hydroxyurea (HU), which arrests cells in early S-phase after early origin firing while inhibiting unfired (late or dormant) origins through intra-S checkpoint signaling [25]. Thus in *WT* cells, early origins fire efficiently in HU while later origins fire inefficiently, whereas conditions or mutations that alter replication timing or intra-S checkpoint signaling result in changes to the HU replication profile [9], [10], [25]. Our previous studies show that bromodeoxyuridine (BrdU) incorporation levels at origins in HU-arrested cells are inversely related to those origins’ replication timings (T_Rep_) in untreated cells [10], [12]. We released G1-synchronized *WT* and *rif1Δ* cells into S-phase in the presence of BrdU and HU, and detected BrdU incorporation into nascent DNA using BrdU-immunoprecipitation (IP) analyzed with tiling DNA microarrays (BrdU-IP-chip). Budding morphology and DNA content analyses show that *WT* and *rif1Δ* cells entered S-phase with indistinguishable kinetics and arrested DNA synthesis with indistinguishable DNA contents (data not shown). In *WT* cells, BrdU was robustly detected at early origins, while its incorporation at later-firing origins was substantially reduced, as expected (Fig. 1). For example, plots of data for chromosome VI show a strong BrdU signal at early origins (e.g.: *ARS606, ARS607*) in comparison to weak BrdU signal at later origins (e.g.: *ARS600.3/4*, *ARS603*, and *ARS609*). In *rif1Δ* cells, strong BrdU signals, comparable to those in *WT* cells, are observed at early and late/dormant origins, including subtelomeric and internal origins, on chromosome VI and throughout the genome (Fig. 1 and S1). Thus, Rif1 regulates the activation of late/dormant origins in response to HU throughout the budding yeast genome.

**Figure 1:**
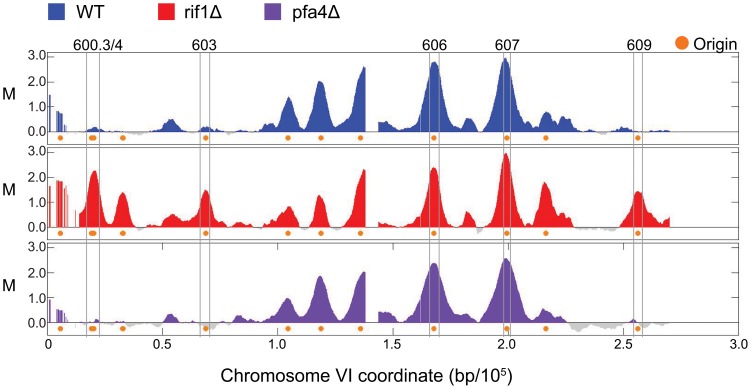
Analysis of early S-phase by BrdU-chip. Plots show BrdU incorporation in HU-arrested cells. Plot colors are keyed above. Boxed origins are labeled and discussed in the text.

To ascertain whether the function of Rif1 in regulating origin firing in HU depends on the putative role of Rif1 in anchoring DNA sequences to the nuclear envelope, we analyzed origin firing in *pfa4Δ* cells that are defective in palmitoylation of Rif1, which is required for its localization, and that of telomeres, to the nuclear periphery, presumably through anchoring of palmitoylated Rif1 to the inner nuclear membrane [24]. G1-synchronized *pfa4Δ* cells were released synchronously into S-phase in the presence of HU and analyzed using BrdU-IP-chip. Budding morphology and DNA content analyses show that *pfa4Δ* cells entered S-phase with similar timing and arrested DNA synthesis with similar DNA content as *WT* cells (data not shown). In the BrdU-IP-chip analysis, cells lacking *PFA4* exhibited a replication profile indistinguishable from that of *WT* cells (Fig. 1 and S1). Thus, palmitoylation of Rif1 by Pfa4 is not required for Rif1’s function in regulating replication origin firing.

### Rif1 Regulates Replication Origin Timing

Previous studies have shown that earlier firing of late/dormant origins can enable their activation in HU in otherwise checkpoint-proficient cells [9]. However, the global firing in *rif1Δ* cells of late/dormant origins in HU is also consistent with deregulation of the intra-S checkpoint’s function in origin inhibition. To determine whether Rif1 regulates replication origin timing in the absence of checkpoint activation by HU, we analyzed replication timing in *WT* and *rif1Δ* cells progressing synchronously through S-phase using BrdU-IP-chip. G1-synchronized cells were released into S-phase in the presence of BrdU and cells were harvested at 25 min and 35 min after release to examine temporal replication profiles. Bulk DNA content analysis shows that *WT* and *rif1Δ* cells progressed through S-phase with indistinguishable kinetics (Fig. S2). At 25 min, both *WT* and *rif1Δ* cells showed low levels of BrdU incorporation at representative very early origins *ARS806, ARS815*, *ARS820* consistent with cells of both strains having entered S-phase simultaneously (Fig. 2A and S3). In *WT* cells, as expected at this early S-phase time point, BrdU incorporation signals were low or undetectable at most other origins on this chromosome, consistent with their later activation. However, *rif1Δ* cells showed substantial BrdU incorporation at many additional origin loci at 25 min, indicating that these loci initiate replication earlier, relative to the earliest origins, than in *WT* cells (Fig. 2A and S3). By 35 min, robust BrdU incorporation was detected at (and surrounding) early and late origins in both *WT* and *rif1Δ* cells, while the convergence (or greater convergence) at termination (TER) sites of some BrdU-labeled replicons from later origins reflects the earlier firing of these origins in *rif1Δ* cells (Fig. 2A).

**Figure 2:**
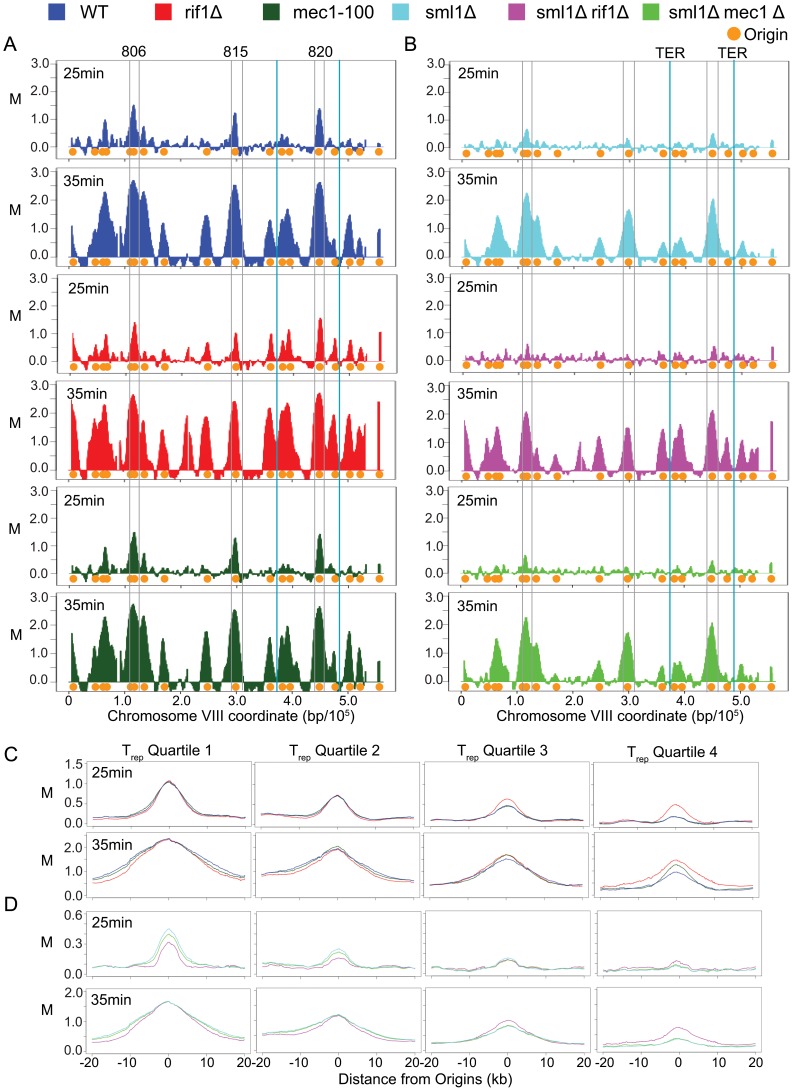
Temporal analysis of replication by BrdU-IP-chip. Plot colors are keyed above. (**A, B**) Plots show average BrdU incorporation from duplicate experiments. Boxed origins and termination sites (TER) are labeled and discussed in the text. (**C, D**) Plots show average BrdU incorporation signals centered on origins in each T_Rep_ quartile.

We examined these data genome-wide by dividing origins into replication timing quartiles according to their published T_Rep_ and plotting the average BrdU-IP signal, centered on the ARSs, for both time points (Fig. 2C). This analysis shows that *RIF1* deletion affected the level of BrdU incorporation at origins at 25 min in the two later timing quartiles, while earlier origins were unaffected. By 35 min, incorporation at the later origins was observed in *WT* cells, but still trailed the levels in *rif1Δ* cells. Levels at the earlier origins showed no effect of *RIF1* deletion at 25 or 35 min. These finding demonstrate that Rif1 specifically regulates the activation timing of subtelomeric and internal late origins during normal S-phase progression.

### Rif1 and Mec1 Regulate Replication Timing through Distinct Pathways

Mutation of intra-S checkpoint regulator *RAD53* has been reported to advance activation timing of a late origin in untreated cells, raising the possibility that Rif1 regulates replication timing as a mediator of the intra-S checkpoint. To determine whether elimination of intra-S checkpoint signaling might explain the altered replication timing in *rif1Δ* cells, we examined replication timing in *mec1-100* mutant cells, which are defective in late origin regulation through the intra-S checkpoint [26]. This analysis was conducted identically to and in parallel with the *WT* and *rif1Δ* analyses presented in the previous section. Analysis of bulk DNA content shows that *mec1-100* cells progressed through an unperturbed S-phase with similar overall kinetics as *WT* and *rif1Δ* cells (Fig. S2). BrdU incorporation analysis of *mec1-100* cells shows replication timing profiles similar to *WT* cells, with only the earliest origins showing clear BrdU peaks at 25 min and relative BrdU peak sizes at 35 min reflecting normal timing differences as well (Fig. 2A, C and S3). Interestingly, the average signal at the latest origin quartile was slightly higher in *mec1-100* than in *WT* cells, consistent with the previous report of a partial advancement of late origin timing in *rad53-1* cells [27]. Overall, however, the results indicate that the intra-S checkpoint plays a minor role in maintaining the temporal program of replication origin firing in budding yeast.

To address the possibility that potential residual function of *mec1-100* maintains normal replication timing, we examined replication timing in *mec1Δ* cells. Viability of *mec1Δ* cells depends on an alternative means of upregulating ribonucleotide reductase activity, which can be accomplished by deletion of *SML1*, which inhibits ribonucleotide reductase. Thus, we compared *sml1Δ*, *sml1Δ rif1Δ*, and *sml1Δ mec1Δ* cells in an experiment carried out identically to the previous. The results show qualitatively similar results with advanced timing of many later origins in *sml1Δ ri1Δ* cells, while *sml1Δ mec1Δ* are similar to *sml1Δ* (Fig. 2B, D, S4). Compared with the *WT* cells in the previous analysis (Fig. 2A, C), deletion of *SML1* resulted in a lower BrdU signal at 25 min (Fig. 2B, D), which was likely due to higher endogenous pools of deoxyribonucleotides reducing the effective, initial BrdU concentration. The *sml1Δ* strains also showed slightly reduced synchrony than the *SML1* strains, which may also have contributed to the slightly reduced signals at 25 min (Fig. S2). These results clearly allow us to conclude that the function of Rif1 in replication origin timing control does not reflect a role in intra-S checkpoint signaling.

To test the integrity of the intra-S checkpoint in *rif1Δ* cells, we examined two indicators of a functional checkpoint response: Rad53 phosphorylation in response to HU treatment, and slowing of bulk DNA synthesis in the presence of the DNA damaging agent methyl-methansulfonate (MMS) [28]–[30]. First we analyzed Rad53 phosphorylation in *WT* and *rif1Δ* cells released into S-phase in the presence of HU. Rad53 phosphorylation retards its mobility in SDS-PAGE, which can be detected by immunoblotting [31]. In *WT* cells, phosphorylation of Rad53 was apparent as a slower migrating form that began to appear at 30 min and became the predominant form by 45 min after release (Fig. 3A). In *rif1Δ* cells, the timing and degree of phosphorylation of Rad53 were indistinguishable from *WT* under these conditions (Fig. 3A). Thus, intra-S checkpoint signaling to activate Rad53 in response to HU is intact in *rif1Δ* cells.

**Figure 3:**
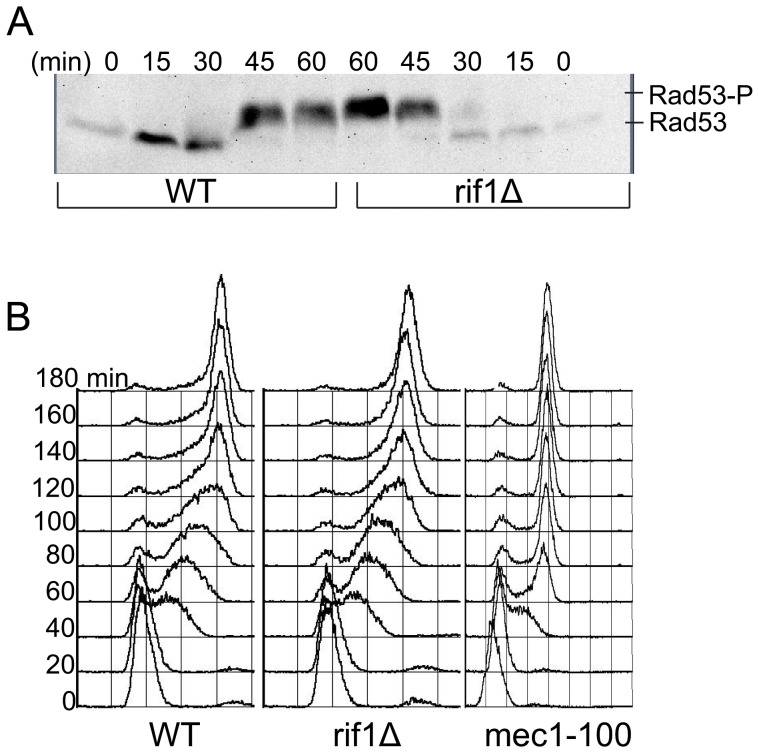
Analysis of intra-S checkpoint response. (**A**) Immunoblot analysis of Rad53 phosphorylation in cells released into HU. (**B**) DNA content analysis of cells released into MMS.

Next, we analyzed replication slowing in response to MMS treatment. We released G1-synchronized *WT*, *rif1Δ*, and *mec1-100* cells into S-phase in the presence of MMS and analyzed bulk DNA content by flow cytometry. *WT* and *rif1Δ* cells exhibited slow progression of bulk DNA replication, with most cells requiring over 2 hrs to reach fully replicated (2C) DNA content (Fig. 3B). In contrast, *mec1-100* cells attained ∼2C DNA content by 1 hr, reflecting their intra-S checkpoint defect [26], [28]. These results indicate that replication slowing dependent on intra-S checkpoint signaling is functional in *rif1Δ* cells. Taken together, our results demonstrate that Rif1 regulates origin initiation timing throughout the genome, through a mechanism independent of intra-S checkpoint signaling.

### Landscape of Rif1 Function/Rif1 Recruitment

To gain a better understanding of how Rif1 regulates replication timing, we wished to define its target origins for further examination. To facilitate comparison of replication origin activities in *WT* versus *rif1Δ* cells, we repeated the analysis of BrdU incorporation in HU-arrested cells, this time using BrdU-IP analyzed by massively parallel DNA sequencing (BrdU-IP-Seq), which permits more reliable quantification of the immunoprecipitated material and better genome coverage, particularly of pseudo-repetitive sequences, such as subtelomeric regions. 

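BrdU is a thymidine analog that marks newly synthesized DNA, and HU depletes deoxyribonucleotides, so that early origins fire and their forks then stall. Cells were held in G1 with α-factor at 7.5 nM for 4 h and released with pronase at 200 µg/mL at 23 °C into 0.2 M HU with 400 µg/mL BrdU for 45 min. There were 4 libraries, 2 from *WT* and 2 from *rif1Δ* cells. The sample labels give the HU dose as 0.2 with no unit, and give 50 mL of culture harvested but 25 mL extracted, whereas the paper gives 50 mL. The authors aligned the reads to genome release R64, counted them in 50 bp bins, median-smoothed the counts over 1 kb, quantile-normalized between replicates, averaged the 2 replicates and smoothed again. The deposited values are the authors' averaged signal, 1 value per strain and bin, so the differences between strains given for these data have no replicate check. The number of reads behind each bin is unknown. Over all 243150 bins the mean signal was 14.7 in both *WT* and *rif1Δ* cells, and over the nuclear bins 12.6 and 12.1. The signal of an origin was taken as the mean over the bins that start within 500 bp of the midpoint of its interval in Table S1. Changes between strains are given as log2((*rif1Δ* + 1)/(*WT* + 1)), a scale that understates the change of origins with low signal. *RIF1* itself (YBR275C, chromosome II of R64, 751356 to 757106) had a mean signal of 3.07 in *WT* and 0.379 in *rif1Δ* cells, or 1.01 and 0.0342 times the mean signal of its 10 kb flanks. The flanks in *rif1Δ* cells include the peak of ARS225, which lowers this ratio, and their median signal was 3.13 in *WT* and 3.88 in *rif1Δ* cells.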

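Origins were called HU-dormant where their *WT* signal did not exceed the 99th percentile of 1 kb windows lying at least 10 kb from any origin of Table S1, which was 13.6 in *WT* and 13.7 in *rif1Δ* cells. Of 142 such origins, 124 exceeded the threshold in *rif1Δ* cells. Of the 108 that lie more than 20 kb from a chromosome end, 97 on 16 chromosomes exceeded it, and their mean signal rose from 6.90 in *WT* to 46.0 in *rif1Δ* cells over the 108. Of the 34 within 20 kb of an end, 27 exceeded it, and the mean over the 34 rose from 5.04 to 50.4. Origins picked for a low *WT* signal would rise somewhat by chance alone, and without replicates this part cannot be separated. Table S1 also holds only origins where the authors called a peak in either strain, from these same libraries. An origin with no peak in *WT* cells is thus listed only if it had a peak in *rif1Δ* cells. Origins without a peak in both strains are left out, which raises the share above the threshold in *rif1Δ* cells. Within 20 kb of an end, 27.9% of bins in *WT* and 38.3% in *rif1Δ* cells had a signal of 1 or less, so part of these regions gave no usable values. On chromosome VI, ARS603 (68690 to 68869 of R64, overlapping *MIL1*) rose from 7.00 to 118 and ARS609 (256263 to 256418, between *HXK1* and YFR054C) from 3.25 to 47.5. ARS600.3 (18682 to 19864) and ARS600.4 (19669 to 20826), whose intervals overlap between *AGP3* and *AQY3*, rose from 3.35 to 86.1 and from 5.78 to 154, and neighboring peaks this close share signal. Early origins on the same chromosome changed less. ARS606 (167606 to 168041, overlapping *DCV1*) had a signal of 449.7 in *WT* and 384 in *rif1Δ* cells, and ARS607 (199382 to 199493, overlapping *RUF22*) 407 and 492. On chromosome VIII, ARS815 (296882 to 297475, overlapping *PAL2*) had 257 and 183, and ARS820 (447619 to 447853, between *ATG7* and *SPC97*) 292 and 366. ARS305 on chromosome III (39158 to 39706, between *APA1* and YCL049C) had 559.8 and 530.7, and ARS416, or *ARS1*, on chromosome IV (462430 to 462700, overlapping *TRP1*) had 293 and 233.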

The resulting replication profiles recapitulate the previous BrdU-IP-chip results, showing widespread deregulation of normally HU-dormant origins throughout internal and subtelomeric regions in *rif1Δ* cells (Fig. 4A and S5). 

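On the averaged profiles, 250 of the 392 origins in Table S1 had a 1 kb signal above the background threshold in *WT* cells and 357 in *rif1Δ* cells. Both strains exceeded it at 233 origins, *WT* only at 17, *rif1Δ* only at 124, and neither at 18. The low count for neither strain follows largely from the list, which holds only origins with a called peak in either strain. The choice of threshold moved these counts most: with the strictest percentile of the background windows that was run, 166 origins were above it in *WT* and 259 in *rif1Δ* cells.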

Genome-wide analysis using MACS shows significant (p<0.01) BrdU incorporation at 241 known origins in HU in *WT* cells versus 373 in *rif1Δ* cells, together accounting for 392 total origins (Table S1). We directly examined the relationship of Rif1 regulation to origin timing by dividing the identified origins into T_Rep_ quartiles and plotting the averaged BrdU signal at each group of origins, centered on the origin sequences (Fig. 4B). The results show similar levels of BrdU incorporation at origins in the earliest two timing quartiles in *WT* and *rif1Δ* cells, while *rif1Δ* cells show markedly higher levels at origins in the later-firing quartiles. These data confirm that Rif1 specifically regulates later-firing origins.

**Figure 4:**
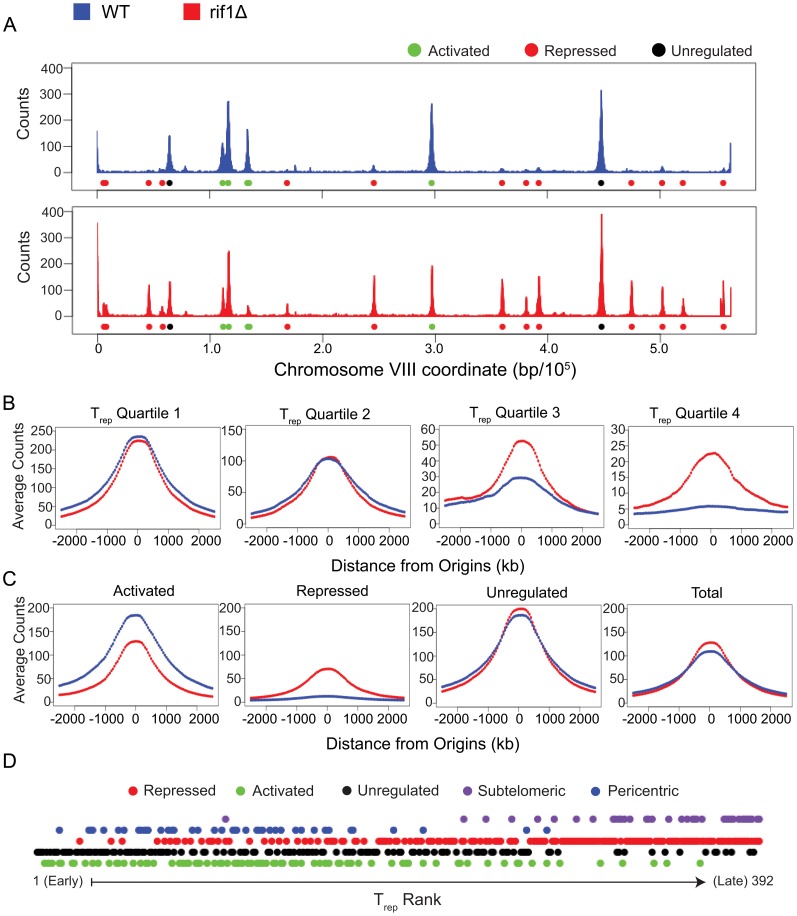
Analysis of early S-phase by BrdU-IP-Seq. Plot colors are keyed above. (**A**) Plots show average BrdU incorporation from duplicate experiments. Origin classes are color-coded below each plot. (**B**) Plots show average BrdU incorporation signals centered on origins in each T_Rep_ quartile. (**C**) Plots show average BrdU incorporation signals centered on origins in each class as described in the text. (**D**) Origins are plotted along the x-axis according to T_Rep_ rank and color-coded according to class and genomic location.

We further examined these data to classify origins according to their changes in signal between *WT* and *rif1Δ* cells. 

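In the averaged profiles, 257 of the 392 origins had a higher signal in *rif1Δ* than in *WT* cells and 135 a lower one. The log2 ratio was above 1 at 163 origins, below -1 at 35, and between these bounds at 194. The median over all 392 origins was 0.58.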

Analysis of 392 total origins using DiffBind (q<0.05) determined that 174 (44%) showed higher signals in *rif1Δ* cells, 137 (35%) showed no change, and 81 (21%) showed lower signals in *rif1Δ* cells; these origins are termed, Rif1-repressed, Rif1-unregulated, and Rif1-activated, respectively (Fig. 4A, C and Table S1). Rif1-activated origins showed a relatively small change in signal magnitude, whereas Rif1-repressed origins showed several-fold greater average signal magnitude in *rif1Δ* cells (Fig. 4C). 

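The mean signal of the 174 Rif1-repressed origins was 11.9 in *WT* and 64.4 in *rif1Δ* cells, 5.40 times as high. For the 81 Rif1-activated origins it was 174 in *WT* and 119 in *rif1Δ* cells, 0.683 times as high, and for the 137 Rif1-unregulated origins it was 174 and 185. The median log2 ratio was 2.39 for Rif1-repressed origins, with 172 of 174 higher in *rif1Δ* cells, and -0.75 for Rif1-activated origins, with 80 of 81 lower. It was 0.10 for Rif1-unregulated origins, of which 84 were higher and 53 lower. Among 10000 random lists of origins of the same size, matched on mean signal in 5 bins, the repressed median stood at percentile 100, the activated at 0 and the unregulated at 36.3. The classes were called by the authors from these same libraries, so the percentiles describe the classes and are not an independent test. A pseudocount of 10 in place of 1 moved the repressed median most, to 1.55. The largest rises among named origins with a signal of at least 50 in either strain were at ARS1004 on chromosome X (2.75 to 95.3, log2 ratio 4.68), at ARS225 on chromosome II (757390 to 757621, overlapping *PPS1*; 31.9 times higher, to 79.8, log2 ratio 4.53) and at ARS600.4 (log2 ratio 4.51). The largest falls were at ARS1116 on chromosome XI (62.5 to 10.7, log2 ratio -2.44), ARS1226 on chromosome XII (794020 to 794269; 88.4 to 20.6, log2 ratio -2.05) and ARS807 on chromosome VIII (133347 to 133591; 149 to 35.3, log2 ratio -2.05). On chromosomes X and XI the peaks lie to one side of the listed midpoints, so no gene is given for ARS1004 and ARS1116. ARS225 lies beside *RIF1*, which ends at 757106 and is deleted in *rif1Δ* cells. A local effect of the deletion on ARS225 cannot be told apart from loss of Rif1. How the strains were scaled to each other is not stated, so scaling could account for part of the fall at Rif1-activated origins. How large a part was not tested. From the difference in magnitude between the classes, the paper proposes that Rif1 acts directly to delay origins, while early origins lose signal indirectly through competition for limiting factors.

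**Figure D1:**
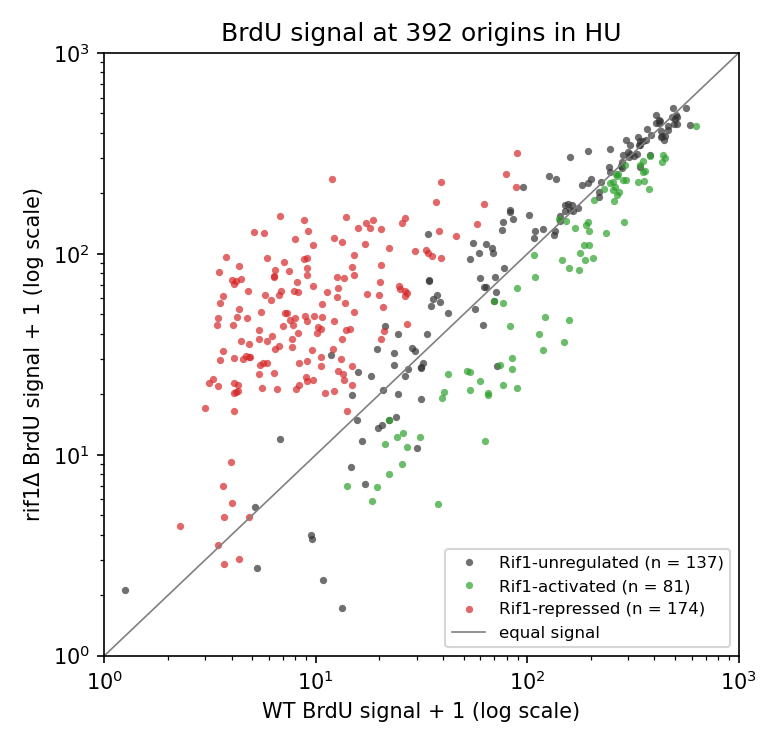
BrdU signal plus 1 at each of the 392 origins in *WT* (x axis) and *rif1Δ* cells (y axis), both on log scales, with 1 point per origin colored by its class in Table S1 and a line of equal signal. Of the 174 Rif1-repressed origins, 172 lie above the line, and of the 81 Rif1-activated origins, 80 lie below it.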

To reveal the distribution of these origin classes in relation to replication timing, we arranged origins according to their replication timings and annotated the origins by class (Fig. 4D). Consistent with Rif1 regulating later-firing origins genome-wide, the data show that virtually all later-firing origins are in the Rif1-repressed class. Interestingly, Rif1-activated and Rif1-unregulated origins are similarly distributed across the earlier half of origins. These data also show the greater relative effect of Rif1 on later-firing versus earlier-firing origins.

To examine the genomic distribution of Rif1-regulated origins more precisely, we determined the numbers of origins in each Rif1-regulation class with respect to major chromosomal landmarks like centromeres (CENs) and telomeres (TELs). Among 392 origins identified in this study, 41 are within 20 kb of CENs. 15 of these 41 (37%) are classified as Rif1-unregulated, 26 (63%) are Rif1-activated, and zero (0%) are Rif1-repressed (Fig. 4D). Thus, pericentric regions contain an over-representation of Rif1-unregulated and -activated origins and are devoid of Rif1-repressed origins. 

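Distances were measured from the midpoint of each origin to the nearer end of the gap between the last gene of the left arm and the first gene of the right arm, which spans 630 to 2541 bp on the 16 chromosomes. By this measure 41 origins lie within 20 kb of a CEN, and none of them is Rif1-repressed, against 49.6% of the origins farther away (Fisher's exact test, two-sided, p = 6e-12, or 3.6e-11 after Benjamini-Hochberg adjustment over 6 tests). Rif1-activated origins make up 63.4% (26) of the pericentric origins and 15.7% of the others (Fisher's exact test, p = 2.3e-10, adjusted p = 7e-10). Rif1-unregulated origins make up 36.6% (15) and 34.8%, and no difference was detected (Fisher's exact test, p = 0.86, adjusted p = 0.86). Neighboring origins are not independent, so the class labels were also rotated along the genome as a permutation test. None of the other rotations, out of 392, gave as few Rif1-repressed or as many Rif1-activated pericentric origins (permutation by rotation, one-sided p = 0.0026 for each, the smallest that the rotations can give). The 26 pericentric Rif1-activated origins had a median log2 ratio of -0.50 and a mean signal of 228 in *WT* and 165 in *rif1Δ* cells. The 55 elsewhere had a median of -0.98 and a mean signal of 148 and 96.6.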

Similar analysis finds 39 origins within 20 kb of TELs, of which six (15%) are Rif1-unregulated, zero (0%) are Rif1-activated, and 33 (85%) are Rif1-repressed (Fig. 4D). Thus, subtelomeric regions contain a predominance of Rif1-repressed origins and are devoid of Rif1-activated origins. 

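With distances taken from the midpoint of the origin to the end of the chromosome, 37 origins lie within 20 kb of a TEL. Of these, 31 (83.8%) are Rif1-repressed, against 40.3% of the other origins (Fisher's exact test, two-sided, p = 3.4e-07, adjusted p = 6.8e-07 over the same 6 tests; rotation p = 0.0051, one-sided). None is Rif1-activated, against 22.8% (Fisher's exact test, p = 0.00017, adjusted p = 0.00026; rotation p = 0.0051), and 6 (16.2%) are Rif1-unregulated, against 36.9% (Fisher's exact test, p = 0.011, adjusted p = 0.013; rotation p = 0.020). A limit of 10 kb moved the last of these most, with 5 Rif1-unregulated origins and no difference detected (Fisher's exact test, adjusted p = 0.26). The 31 subtelomeric Rif1-repressed origins had a median log2 ratio of 3.07, with 30 higher in *rif1Δ* cells, and the 143 internal ones a median of 2.35, with 142 higher. Mean signal rose from 6.04 to 62.1 at the subtelomeric and from 13.2 to 64.9 at the internal origins. The subtelomeric median stood at percentile 100 among 10000 random lists of Rif1-repressed origins of the same size matched on mean signal, which had a median of 2.30. Of the 37 subtelomeric origins, 5 had bins at the lowest values of the profile in only 1 of the strains.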

Although the effect of CENs and TELs on replication origins appear to be limited to a distance of ∼20 kb [8], [12], [13], [32], [33], we wondered whether there might be a distance effect along chromosome arms relative the centromeres. To address this question we determined the average distance of origins in each of the Rif1 regulation classes after excluding pericentric and subtelomeric origins, which would skew these results. Interestingly, the results show that on average, Rif1-repressed origins (349 kb, n = 141) lie significantly (p<0.001, two-sided t-tests) more distal from CENs than Rif1-activated (230 kb, n = 55) and Rif1-unregulated origins (212 kb, n = 116). This finding suggests that linear chromosomal distance from CENs favors origin repression by Rif1.

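Over the 314 origins more than 20 kb from a CEN and from a chromosome end, the mean distance from CENs was 346 ± 243 kb (SD, n = 143) for Rif1-repressed, 230.1 ± 202 kb (SD, n = 55) for Rif1-activated and 212 ± 169 kb (SD, n = 116) for Rif1-unregulated origins. The repressed mean exceeded the activated mean by 116 kb (permutation test, two-sided, p = 0.0022, or 0.0033 after Benjamini-Hochberg adjustment over 3 tests) and the unregulated mean by 134 kb (p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 3e-05). The activated and unregulated means differed by 18.3 kb (permutation p = 0.53, adjusted p = 0.53). Leaving out chromosomes IV and XII moved the difference from the unregulated origins most, to 79.9 kb (permutation test, adjusted p = 0.00072).

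**Figure D2:**
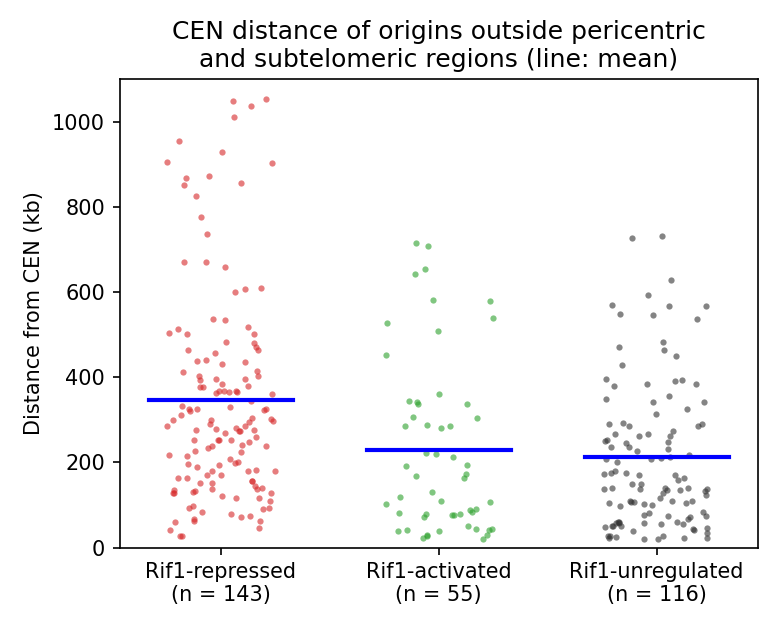
Distance from CENs in kb (y axis) of each origin more than 20 kb from CENs and chromosome ends, by class in Table S1 (x axis), with 1 point per origin, spread sideways for visibility, and a line at the mean. The means are 346 kb for Rif1-repressed, 230.1 kb for Rif1-activated and 212 kb for Rif1-unregulated origins, and the distances of the 3 classes overlap widely.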

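The distance from CENs was also compared with the log2 ratio itself across the 314 origins, which are not independent replicates. Spearman's rho was 0.27 (permutation p = 1e-05, the smallest that 100000 permutations can give) and Pearson's r was 0.23 (permutation p = 4e-05). Within chromosomes, rho was 0.28 (permutation p = 1e-05). On 15 of 16 chromosomes the mean distance was larger for Rif1-repressed origins than for the others. From the distances by class, the paper proposes that distance along the chromosome from CENs favors repression by Rif1.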

We wished to determine how chromatin binding of Rif1 relates to its function in origin regulation throughout the genome, particularly at internal chromosomal loci. Rif1 binds telomeric and subtelomeric chromatin through interaction with the DNA binding protein Rap1 [22]. However, Rif1 also binds internal chromosomal loci, most of which do not appear to bind Rap1, suggesting a novel mode of Rif1 recruitment to these loci [22]. We used the available Rif1 genome-wide binding data (ChIP-chip) to compare against the Rif1-regulated origin loci identified here [22]. We used the top 10% of Rif1 binding sites (the least stringent cutoff used in the previous study), comprising 543 non-telomeric binding loci, and tested for proximity (<∼1 kb) to Rif1-regulated origins. We excluded subtelomeric origins to focus the analysis on the possibility of Rif1 recruitment to internal origin loci. The results show 35 origins (n = 353) proximal to Rif1 binding sites, which includes 14 Rif1-repressed (n = 141), 12 Rif1-unregulated (n = 131), and nine Rif1-activated (n = 81). Thus, there appears to be no specific enrichment of Rif1 binding near internal Rif1-regulated origins. Similar analysis with 601 non-telomeric Rap1 binding sites shows 20 proximal origins, of which 14 are Rif1-repressed, one is Rif1-unregulated, and five are Rif1-activated, yet none of these loci show Rif1 binding.

## Discussion

### Rif1 is a Global Regulator of Late Origins

We set out to determine the genomic landscape of Rif1’s function in regulation of replication origin timing in *S. cerevisiae*, whether palmitoylation of Rif1, and by implication peripheral nuclear localization of origins, is required for this regulation, and whether Rif1’s reported checkpoint functions are involved in origin control. Our results clearly reveal that Rif1 regulates the initiation timing of later-firing origins in subtelomeric as well as internal chromosomal loci. The regulation of internal origins suggests that Rif1 delays origin firing through a mechanism independent of telomere proximity, although the results are fully consistent with the idea that telomere length can modulate the amount of Rif1 binding and hence, the replication timing of subtelomeric origins [34]. The independence of replication timing control from *PFA4* function is further consistent with the telomere-independence of Rif1’s mechanism, and suggests strongly that Rif1’s function in timing regulation does not require Rif1 anchoring to the nuclear envelope.

Whereas the major effect of *RIF1* deletion is to advance timing of later-firing origins, deletion of *RIF1* also results in slightly lower HU efficiency of some early origins (Rif1-activated), suggesting a slight delay in their initiation timing. For example, the majority of pericentric origins fall into this group. The much greater relative magnitude of change in Rif1-repressed origins than Rif1-activated origins as a result of *RIF1* deletion suggests that Rif1 plays a direct role to delay origin activation while the effect on early origins is likely an indirect consequence of more origins competing in G1 or early S-phase for limiting factors. In *S. pombe*, deletion of *rif1^+^* strongly reduced the HU efficiency of pericentric origins, consistent with an indirect effect due to titration of replication factors [15]. The relatively minor effect on pericentric origin firing in *S. cerevisiae* likely reflects the efficiency of the dedicated mechanism of DDK recruitment by the kinetochore complex to promote early CEN replication [13], whereas *S. pombe* uses a different mechanism to recruit DDK and promote early firing of pericentric origins [35], [36], which is insufficient in the absence of *rif1^+^*.

### Rif1 as a Checkpoint Regulator

Our results show that loss of Rif1 deregulates replication timing but maintains intra-S checkpoint signaling to Rad53 and inhibits replication rate in response to MMS. In contrast, checkpoint-defective *mec1-100* and *mec1Δ* cells maintain replication timing similar to *WT* cells, while they are defective in replication inhibition in responses to DNA damage. These findings strongly suggest that Rif1 regulates origin timing independently of the intra-S checkpoint pathway. Similar conclusions were drawn regarding Rif1 in *S. pombe* [15]. In addition, recent reports that Rif1 regulates origin timing by recruiting a phosphatase that opposes DDK-dependent phosphorylation of Mcm4 are also consistent with our conclusion [37]–[39]. Rif1 has been characterized as an anti-checkpoint factor in the DNA damage response to uncapped telomeres in *S. cerevisiae*, which appears to involve suppression of checkpoint signaling from single-stranded DNA (ssDNA) [40], [41]. It is unclear whether origin regulation by Rif1 has any connection to its role in the uncapped telomere response; however, it is feasible that Rif1’s function in temporally distributing initiation events might reduce the total amount of ssDNA contributing to a checkpoint-signal threshold. Consistent with a primordial role of Rif1 in DNA damage sensing in yeast, mammalian Rif1 has clearly evolved a critical function in DNA damage signaling and processing in addition to its role in replication timing control [42].

### How does Rif1 Act at Internal Chromosomal Loci?

An important question that remains is whether and how Rif1 is recruited independently of Rap1 or Taz1 to chromatin to regulate internal origin firing. In *S. pombe*, origins delayed by Rif1 are found more proximal to Rif1 binding sites than other origins suggesting a direct, or at least localized, effect [15]. We did not detect a similar relationship in budding yeast; however, this may reflect limitations of the data due to experimental differences. The available budding yeast Rif1 ChIP-chip data are from unsynchronized cells, whereas the *S. pombe* data show peak binding of Rif1 to internal chromosomal loci in cells at G1/S [15]. Rif1 has also been suggested to act in higher-level chromosome organization, potentially drawing distal DNA sequences together [14]–[16]. Thus, the role of Rif1 in origin regulation may not require direct binding to an origin in *cis* to regulate its function. Future studies should examine the cell cycle binding of Rif1 throughout the genome, as well as its role in three-dimensional genome organization.

## Materials and Methods

### Yeast Strains and Methods

All strains are related to CVy63, which is W303-derived, *MAT* ***a*** *ade2-1 ura3-1 his3-11,15 trp1-1 can1-100 bar1Δ::hisG LEU2::BrdU-Inc* [43]. TRy1 (*rif1Δ)* and TRy3 (*pfa4Δ*) were constructed by deletion of *RIF1* and *PFA4*, respectively, in CVy63 by long oligonucleotide-based replacement and selection for KanMx. YZy52 (*mec1-100*) is congenic with the above strains and has been described previously [44]. OAy1050 (*sml1Δ rif1Δ)* is a haploid segregant derived from a cross of TRy1 and SSy164 (*Mat* ***α*** *sml1Δ::HIS3*), and OAy1056 (*sml1Δ*) and OAy1059 (*sml1Δ mec1Δ*) are haploid segregants derived from a cross of DGy159 [45] and CVy70 (*Mat* ***α*** *URA3::BrdU-Inc* ***)***, respectively. For G1-phase block-and-release, log-phase cell cultures were resuspended in fresh YEPD at O.D. 0.5, and incubated with 7.5 nM α-factor at 23°C for 4 hrs. Arrested cultures were released from α-factor arrest by resuspension in fresh YEPD at O.D. 1.0 with 200 µg/mL Pronase E (Sigma-Aldrich, P5147) and gentle sonication to disperse cells. BrdU (Sigma-Aldrich, B5002) was used at 400 µg/mL. For early S-phase analysis of replication, cells were released into the presence of 0.2 M HU (Sigma-Aldrich, H8627) 45 min at 23°C. MMS (Sigma-Aldrich, 129925) was added to 0.033% to cells released from α-factor arrest at 30°C. DNA content analysis was perfomed with SYTOX Green (Molecular Probes, S7020) as described previously [44]. Analysis of Rad53 by immunoblotting was performed with anti-Rad53 antibody (SC6749; Santa Cruz Biotech.) at 1∶1000 using previously described conditions [45].

### BrdU-IP-chip

Genomic DNA was isolated from 25 mL BrdU-labeled cultures, 1 µg total genomic DNA was immunoprecipitated, and half of the immunoprecipitated DNA was subjected to whole genome amplification (Sigma-Aldrich, WGA2), labeling, and hybridization as previously described [43]. Samples were hybridized to custom-designed DNA oligonucleotide tiling arrays (Roche-Nimblegen) containing 135,000 probes, with one ∼60 mer probe for every ∼80 bp of unique genomic sequence. Array data from two experimental replicates were processed as previously described [12], [46]. A final.txt file containing averaged data from the two experimental replicates was used for generating plots and T_Rep_ quartile analysis.

### BrdU-IP-Seq

Genomic DNA was isolated from 50 mL BrdU-labeled cultures, 5 µg total genomic DNA was immunoprecipitated as described [12], and the entire immunoprecipitate was amplified by Illumina protocols with inclusion of barcodes and indexes to allow pooling of samples [47]. Sequencing (50 bp paired-end) was carried out on the Illumina Hi-Seq platform by the USC Epigenome Center.

### Analysis of Sequencing Data

Barcodes were split using the barcode splitter from the FAST-X toolkit [48]. Sequence libraries were aligned to *S. cerevisiae* genome release r.64 using Bowtie2 [49]. The first 10 bp were trimmed from the 5′ end to account for the barcode and allow for proper alignment. Aligned sequences were sorted and binned into 50 bp non-overlapping bins [50], [51], median-smoothed over a 1 kb window and quantile-normalized between replicates. Two experimental replicates were averaged and smoothed again. BrdU peaks were called using MACS (p<0.01) [52]. Called peaks were then cross-referenced against origins defined in OriDB [53] as “confirmed” or “likely” to eliminate any peaks not aligning with an origin. Origin peaks were subjected to DiffBind analysis (FDR <0.05) for calling of differential peak sizes [54]. A final.txt file containing averaged data from the two experimental replicates was used for generating plots and for further analysis.

### Analysis of Origin in Relation to Genomic Features and Other Datasets

Origin T_rep_ was taken from OriDB; T_rep_ data for the 392 origins called in this study were divided into four quartiles based on their T_rep_ rank, and the average signal from the.bed file was aligned on the midpoint of the origin (ARS) sequence as defined in OriDB. Data were plotted for a 40 kb (Fig. 2C, D) or 5 kb (Fig. 4B) window around the origins for each quartile. For analysis of intersection of origins with other features, a 1 kb window was centered on the midpoint of the origin sequences as defined in OriDB. For analysis of overlap with origins, Rif1 binding sites were assigned coordinates corresponding to the feature they were associated with in the published dataset [22], as follows: for ORFs, the whole ORF coordinates were used; for intergenics, 1 kb of the intergenic sequence nearest to the gene for which the intergenic is named was used. Any overlap (≥1 bp) between these defined windows was determined using Bedtools intersect [51]. The average distance from CENs of all non-telomeric and non-pericentric origins was determined by using Bedtools closest function [51].

### Data Accession

Data files have been deposited at GEO, accession number: GSE55156.

## Supporting Information

Figure S1 **Analysis of early S-phase by BrdU-IP-chip for all chromosomes.** Plots show BrdU incorporation in HU-arrested cells. Data from a single replicate is shown. Plot colors are keyed above. Data for the second experimental replicate is available at GEO.
(ZIP) Click here for additional data file.

Figure S2 **DNA content analysis of cells released into S-phase for the temporal analysis of replication in** **Fig. 2** **.**
(PDF) Click here for additional data file.

Figure S3 **Temporal analysis of replication by BrdU-IP-chip for all chromosomes.** Plots show average BrdU incorporation from duplicate experiments. Plot colors are keyed above. The lack of signal at origins (*ARS305*, *ARS608*, and *ARS609*, on chromosomes III and VI) in the *mec1-100* strain is due to deletion of these origins, which was done for the purposes of a previous study, but is inconsequential for the current study.
(ZIP) Click here for additional data file.

Figure S4 **Temporal analysis of replication by BrdU-IP-chip for all chromosomes.** Plots show average BrdU incorporation from duplicate experiments. Plot colors are keyed above.
(ZIP) Click here for additional data file.

Figure S5 **Analysis of early S-phase by BrdU-IP-Seq for all chromosomes.** Plots show average BrdU incorporation from duplicate HU experiments. Origin classes are color-coded below each plot. Plot colors are keyed above.
(ZIP) Click here for additional data file.

Table S1 **List of origins classified by Rif1 regulation.** Columns are labeled at top. Class refers to regulation by Rif1.

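Table S1 lists 392 origins by chromosome, start, end, name and class, with 309 carrying an ARS name and 83 unnamed. The intervals run from 56 to 10000 bp, with a median of 321 bp and 13 of 5 kb or more. The class comes from the authors' DiffBind comparison of the strains. In the gene annotation of R64, 226 intervals overlap a gene and 166 lie between genes. The only 2 Rif1-repressed origins whose log2 ratio was 0 or less both have intervals of 5 kb or more, whose midpoint need not fall on the peak. Another listed origin lies within 5 kb of 69 origins. At origins with a mean signal of at least 50, an interval of at most 1000 bp and no other listed origin within 5 kb, the BrdU peak lay a median of 277.5 bp to the right of the midpoint on chromosome X (7 origins) and 316.5 bp on chromosome XI (8 origins), against medians between -78 and 46 bp on the other 14 chromosomes.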

(TXT) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

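BrdU-IP-Seq was analysed for 4 libraries, 2 from *WT* and 2 from *rif1Δ* cells held in HU. The BrdU-IP-chip experiments, the Rif1 and Rap1 binding sites and the published T_Rep values were not used here. MACS and DiffBind, which work on the reads of each replicate, were not rerun.

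The authors split barcodes with the FASTX toolkit, trimmed the barcode, aligned paired reads with Bowtie2 to genome release R64, binned them, median-smoothed the bins, quantile-normalized between replicates, averaged the replicates and smoothed again. The deposited signal is this smoothed coverage, 1 column per strain in 50 bp bins. Both columns are the authors' means, so no error between replicates, no test of a difference between strains and no depth per library can be had from them. Smoothing spreads signal between neighboring bins, which lowers narrow peaks and ties close origins together. Quantile normalization between replicates gives them 1 distribution of values, and how the strains were scaled to each other is not stated, so total BrdU incorporation was not compared between strains. No other column of values was left unused.

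The classes and positions of the 392 origins came from Table S1. Chromosome lengths came from the last bins of the profile. Centromeres were placed in the gap between the innermost genes of the arms, by the arm letter in their systematic names, using the R64 gene table. Origin signal was the mean within 500 bp of the midpoint, and log2 ratios used a pseudocount of 1. Background windows of 1 kb lay at least 10 kb from any listed origin (5697 windows). Lists were compared with 10000 random lists matched on mean signal. Class counts near CENs and TELs were compared by Fisher's exact test with Benjamini-Hochberg adjustment and by rotation of the labels, and distances by permutation tests with 100000 permutations. The origins named are the ARS elements that the paper's results name on chromosomes VI and VIII, ARS1 and ARS305, where Table S1 lists them, and the 3 named origins with the largest rise and the 3 with the largest fall among those with a signal of at least 50 in either strain. ARS806 is not among the names of Table S1.

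The alternatives changed the window, the pseudocount, the scaling, the background, the origins kept, the cut-offs and the test, 1 at a time. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. The measures were tested on simulated data. In a simulated profile, all 200 changed origins had the right sign and 184 of 200 lay within 0.25 of the true log2 ratio. These origins lay at least 10 kb from any other and had peaks well above background, and no smoothing was applied. The simulation thus does not cover origins with low signal, such as the Rif1-repressed origins, whose median *WT* signal was 7.54. Over 400 data sets with no difference, the permutation test gave p under 0.05 in 6.75% for means and in 5.50% for correlations, and 8 of 100 random lists fell outside the central 95%.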

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

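The test of shared runs given here was chosen before its result was seen.

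The paper kept only peaks that align with known origins. Outside these, 71 runs of bins in *WT* and 43 in *rif1Δ* cells exceeded a signal of 20 at least 5 kb from any origin of Table S1. Either strain exceeded it in 85 runs, of which 20 lie within 2 kb of a chromosome end and 65 are internal. Of the 65 internal runs, 45 were higher in *WT* and 20 in *rif1Δ* cells. Chance maxima in one strain would seldom recur in the other, but in 51 of the 65 the other strain also exceeded 10, which argues against chance for most of them. Sequence that attracts reads in both strains, origins that Table S1 does not list and the edges of listed peaks would each give this, and no test separated them. Some runs begin right at the limit of 5 kb. At a distance of at least 10 kb, 42 runs were left in *WT* and 30 in *rif1Δ* cells.

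The 2 internal runs above 100 were picked out after their values were seen. On chromosome XII, 136951 to 142450 of R64, over *MMM1*, *SPO75* and *ORC3*, the signal reached 271 in *WT* and 289 in *rif1Δ* cells. Also on chromosome XII, 30201 to 33950, over *YCT1* and YLL054C, it reached 3.63 in *WT* and 127 in *rif1Δ* cells, a pattern like that of a Rif1-repressed origin. No technical or biological explanation was tested for either.

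The mean signal on the mitochondrial chromosome was 304 in *WT* and 374 in *rif1Δ* cells, 14.6% and 18.0% of the summed signal over all bins, and 91.6% of its 1716 bins were higher in *rif1Δ* cells. There is no replicate check, and mitochondrial copy number was not measured, so neither a technical nor a biological explanation was tested.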

How the results depend on the processing

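The alternatives were set before the data were examined, except the moved positions on chromosomes X and XI, the removal of origins with bins at the lowest values in 1 strain, and, for the CEN distances, the nearest edge of the origin and the t-tests, which were chosen after seeing the data. Of the values without a test, medians and ratios over origins are taken to have moved where they left the 95% bootstrap interval over origins, counts where they changed by more than 1.5 times, and the ratio over *RIF1* where it changed by more than the SD of its bins.

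The median log2 ratio of Rif1-activated origins stayed between -0.85 and -0.60 under 12 alternatives. That of Rif1-repressed origins stayed above 0 and moved to 1.78 with a mean over 5 kb, 1.55 with a pseudocount of 10 and 2.98 with the background median subtracted. In the same order of settings, the subtelomeric Rif1-repressed median moved from 3.07 to 2.54, 2.11 and 3.93, and the internal one from 2.35 to 1.72, 1.54 and 2.83; a pseudocount of 0.1 gave 2.49 for the internal origins. The Rif1-unregulated median moved from 0.10 to 0.14 with the single bin at the midpoint, to 0.15 with equal total signal, and to -0.0701, the other side of 0, over 5 kb. Pseudocounts and background subtraction act by construction on low signals; the cause of the other changes was not tested. The alternatives chosen after seeing the data moved none of these medians out of its interval. For the 15 named origins, 18 of 107 values moved by more than 0.5, and none changed sign.

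With the strictest percentile of the background, 166 origins were above background in *WT* cells. Runs outside the listed origins numbered 242 in *WT* and 163 in *rif1Δ* cells with a threshold of 10, 13 and 11 with 40, and 42 in *WT* cells at a distance of at least 10 kb, so that the count rests on the threshold.

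For quartiles of origins by HU signal, the log2 of mean *rif1Δ* over mean *WT* signal was -0.14, 0.31, 1.74 and 3.28 from the highest to the lowest *WT* signal. Ranked by *rif1Δ* signal it was -0.00547, 0.79, 0.96 and -0.28, and ranked by the mean of both -0.0726, 0.62, 1.53 and 0.92. Equal total signal gave -0.0871 in the first quartile. The rise in the lowest quartile thus depends on the strain used for ranking, as ranking by one of the compared values does by construction.

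Near CENs and TELs, the calls for Rif1-repressed and Rif1-activated origins stayed past the threshold at 10 kb, 30 kb and from the nearest edge. At 10 kb, 5 Rif1-unregulated origins lay near CENs, a smaller share than elsewhere (Fisher's exact test, adjusted p = 0.26), and 5 near TELs (adjusted p = 0.26); fewer origins enter at 10 kb. The larger CEN distance of Rif1-repressed origins kept its direction and its side of the threshold under 9 alternatives against both other classes. The difference between Rif1-activated and Rif1-unregulated origins, which passed no threshold, changed sign as a share of the arm (-0.0198), without chromosomes IV and XII (-9.27 kb) and with classes taken from the profile (-33.8 kb); the cause was not tested. The rank correlation of distance and log2 ratio stayed between 0.25 and 0.28.

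The flank-to-centre ratio of Rif1-activated origins (0.192 in *WT*, 0.103 in *rif1Δ* cells) was 0.418 and 0.285 with flanks of 1000 to 1500 bp and 0.164 and 0.0792 without origins within 5 kb of another. For Rif1-unregulated origins (0.198 and 0.135) these were 0.420 and 0.343, and 0.170 and 0.107. It was lower in *rif1Δ* cells in each case. With 5 kb flanks the ratio over *RIF1* was 1.09 in *WT* and 0.0240 in *rif1Δ* cells.

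No paired analysis was possible because the profile holds 1 averaged column per strain, and leaving out a replicate could not be run for the same reason. The unknown depth limits what can be said of origins near the background.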

Differences from the paper's values

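No value compared with the paper's differed from it by more than 1.5 times. The nearest counts were not always the same. The paper's number of origins within 20 kb of TELs is 39, against 37 here from the midpoint of the origin and 40 from its nearest edge, and the paper's number of Rif1-repressed origins in the CEN distance set is 141, against 143 and 140. The paper's mean distance for them is 349 kb, against 346 kb and 345 kb. The paper's MACS counts are 241 origins in *WT* and 373 in *rif1Δ* cells, against 250 and 357 above background here. With the background at least 5 kb from a listed origin the count in *WT* cells was 242, and 357 in *rif1Δ* cells. With the 95th percentile the counts were 311 and 372, so that the setting nearest to the paper's count in *rif1Δ* cells is farther from its count in *WT* cells.

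The peaks of the class averages in Fig. 4C, read by eye to the nearest 10 after the values here were known, are about 190 (*WT*) and about 130 (*rif1Δ*) for Rif1-activated origins, against 184 and 129 here, and about 10 and about 70 for Rif1-repressed origins, against 12.7 and 70.7.

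The paper states that pericentric regions are enriched in Rif1-unregulated as well as Rif1-activated origins. Here Rif1-unregulated origins were 36.6% of pericentric origins and 34.8% of the others (Fisher's exact test, adjusted p = 0.86), and no cut-off or distance rule that was run brought this comparison past the threshold. The paper gives 1 significance level for the CEN distance of Rif1-repressed origins against both other classes. Against Rif1-activated origins, the permutation p here was 0.0022. With t-tests, chosen after seeing the values, it was 0.0020 by Student's test, and 0.00089 by Welch's test; after adjustment over 3 tests these were 0.0033, 0.0029 and 0.0013. With distance as a share of the arm, an alternative set beforehand, the adjusted permutation p was 1.5e-05, so the level reached depends on the measure and the test.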

Other observations

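The tests of peak shape, of the common distribution, of multi-copy genes and of peak offsets were chosen only after the patterns were seen. Those of fragment length, CEN distance and competition were written down before their results were seen. No pattern here has a replicate check.

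Origin peaks were narrower in *rif1Δ* cells, which the paper's text does not discuss, although the flanks are drawn in Fig. 4C. Of 143 origins with a centre signal of at least 50 in both strains, 142 had a lower ratio of signal 2000 to 2500 bp away to signal within 250 bp, with medians of 0.165 in *WT* and 0.0903 in *rif1Δ* cells. Averaged over 93 origins with no other listed origin within 10 kb, the peak was 2012 bp wide in *WT* and 1704 bp in *rif1Δ* cells at 50% of its height. Neighboring origins are argued against, since all 93 isolated origins had the lower ratio. A common distribution forced on both strains would act on the level of a bin only. Among bins with a mean signal of 20 to 40, those 1000 to 2500 bp from isolated origins had a median log2 ratio of -0.73 and those at least 10 kb from any listed origin -0.37, a difference of -0.35 (95% bootstrap interval over regions -0.58 to -0.16), which argues against this as the whole cause but leaves it room as a part. A difference in fragment length between libraries cannot be told apart from shorter replicated tracts, because fragment lengths are not known; at 10% of the height the widths differed by 1230 bp. That forks travel less far in HU when more origins fire may be a biological explanation, and it was not tested.

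From the median upward, the values of the 2 strains over all bins have nearly the same distribution, and below the median they do not. At 8 percentiles from the median upward, the strains differed by at most 3.45%, about 1 step of the values at the median. Over the nuclear bins alone they differed by up to 10.8%, at the 99th percentile, where the signal was 223 in *WT* and 199 in *rif1Δ* cells. Among 5 lower percentiles of all bins, the largest difference was -75.0%, and 3.55% of bins in *WT* and 5.42% in *rif1Δ* cells had a signal of 1 or less. The methods state quantile normalization between replicates. Whether it was applied across all libraries cannot be told apart from other scaling, since the upper percentiles go with it and the lower ones against it, and the averaging and smoothing that followed can change the low end. If it was, a gain at one set of origins must be met by lower values elsewhere, and the fall at Rif1-activated origins could in part follow from it. How much was not tested.

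Many multi-copy genes lay at the lowest values of the profile in *rif1Δ* cells only. Of 38 nuclear genes with numbered copies, 55.3% (21) had a median signal of 1 or less in *rif1Δ* cells alone, against 2.02% of 6393 other genes, and none in *WT* cells alone. All 8 *YRF1* genes had 0.25 in *rif1Δ* cells, against 2.88 to 6.13 in *WT* cells. Less BrdU incorporation is argued against, since their median of 0.25 in *rif1Δ* cells is far below the background median of 3.25 and equals the median over the deleted *RIF1* gene. For *RDN25* and *RDN37*, both listed copies had 0.25 in *rif1Δ* cells. In *WT* cells 1 copy of each was also at the lowest values, and the other had 18.5 and 6.625. Living cells need these ribosomal RNA genes, which argues against loss from the *rif1Δ* strain as the cause for them. Of the 6 *RDN5* genes, 5 were at the lowest values in *rif1Δ* cells, which leaves loss of some copies open. For the other genes, different handling of reads from repeated sequence in the strains and loss cannot be told apart. The 55.3% is the pattern itself, and no separate test was run. In 16 of the 38, among them ribosomal RNA genes that living cells need, the values were lowest in both strains, so keeping such reads for *WT* cells only does not apply to these. Only 8 of the 392 origins had such bins in 1 strain alone, and without them the Rif1-repressed median was 2.38.

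On chromosomes X and XI, 13 of 15 origins with a mean signal of at least 50 and no other listed origin within 5 kb had their peak to the right of the midpoint in Table S1, by a median of 277.5 bp, against 59 of 133 on the other 14 chromosomes (difference in means 293 bp, permutation p = 1e-05, the smallest that 100000 permutations can give). Both strains showed it. Positions from another genome version are a candidate explanation that no separate test decided, since the offset of 277.5 bp is the pattern itself. With windows moved by each chromosome's median offset, the Rif1-repressed median was 2.40, ARS1004 had a log2 ratio of 4.70 and ARS1116 -2.44.

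The CEN distance of Rif1-repressed origins exceeded that of all other origins by 128 kb. Closeness to TELs as the whole cause is argued against by permutation within 5 bins of TEL distance (p = 1e-05), and differences between chromosomes by permutation within chromosomes (p = 1e-05), both the smallest that 100000 permutations can give. Clustering of neighboring origins is argued against by permutation through rotation of the labels (p = 0.0032, the smallest that 314 rotations can give). Rif1-repressed origins were also nearer to TELs by a mean of 55.8 kb (the difference was -55.8 kb, permutation p = 0.0025). On an arm the distances are tied, and TEL distance was not tested at matched CEN distance. No test held TEL distance and chromosome fixed at once, so a joint effect of both is not excluded. Distance remains confounded with replication timing, which was not used here.

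The paper proposes competition for limiting factors as the reason for lower signal at Rif1-activated origins. As a hypothesis, competition might act on neighbors. Outside pericentric regions, the mean distance to the nearest Rif1-repressed origin was 57.6 kb for 55 Rif1-activated and 58.9 kb for 122 Rif1-unregulated origins (permutation p = 0.86). No local effect was detected, and a genome-wide competition would not be seen in this test.

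Published timing was not used here, so the origins were ranked by HU signal instead. In quartiles of 98 origins by *WT* signal, the mean signal in *WT* and *rif1Δ* cells was 316 and 286, 71.2 and 88.4, 15.5 and 51.7, and 4.58 and 44.5. Ranked by *rif1Δ* signal, the lowest quartile had 19.9 in *WT* and 16.5 in *rif1Δ* cells. This ranking is circular and does not stand in for T_Rep.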
